A study of Mus musculus with 8 samples.

How the data were processed

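Whole back skin of 8 C57BL6 mice of 10 weeks of age was compared, 4 mice in which Med1 had been removed by Cre recombinase from Krt14-expressing keratinocytes (KO) and 4 mice with floxed Med1 alleles given by the labels as wild type controls. Per the labels, total RNA of each mouse was prepared separately, and each mouse went on an Illumina mouse expression bead array of its own, so the replicates are separate animals. Biotin-labelled material was detected with a fluorescent streptavidin. The arrays hold probes, short oligonucleotides on beads, for 25697 transcripts.

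The authors deposited the mean bead signal of each probe on each array as an intensity on a linear scale, without background subtraction and without scaling between arrays. Per the file headers, each signal has a detection p-value, which compares the probe with negative control beads of the same array. The submitters' processing notes name GenomeStudio 2011.1. The authors also deposited a second set of intensities that are background-subtracted and share their quantiles across the 8 arrays; how that normalization was made is not given in the sources used here, and each array has a median of 39.1 in it. Those values are linear and uncentred, and the ranks of each column follow the raw signals of its own mouse (rank correlation 1.0). They were used as an alternative only. Because some of them lie below 0, they were raised to a floor of 16 before the logarithm was taken.

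Raw signals were corrected for background, quantile normalized and put on the log2 scale with neqc of limma 3.58.1 in R 4.3.3. In neqc the background is estimated from the detection p-values and an offset of 16 is added, which pulls the changes of dim probes toward 0. A probe was tested if its detection p was below 0.05 on at least 4 of the 8 arrays, which 15120 probes met. Genotype was fitted with lmFit and eBayes of limma over all 8 mice with no covariate, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Log2 changes are KO minus control and are given with the standard error (SE) of the fit. A gene not above background on any array of a group has only a bound there. Its bound is the mean of the brighter group against the mean, over the arrays of the dimmer group, of the lowest signal among detected probes or the probe's own signal, whichever was higher, and is written as at least N-fold.

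Probes were named through the platform annotation, with symbols updated through the RefSeq gene table of assembly GRCm38.p6. Of all probes 23978 had 1 gene symbol, 0 had several and 1719 had none; 23962 matched the gene table. Positions of probes in the genome were not analysed here. Where a gene had several tested probes, the brightest over all 8 arrays stood for it. Among 2774 genes with 2 or more tested probes, 92 had probes called in both directions.

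Gene lists were fixed from general knowledge of skin. Of 36 lists, 33 had at least 5 measured genes and were tested with camera of limma, which compares a list with all other genes, at a preset correlation between genes of 0.01. The same test with the correlation estimated from the data was an alternative. The test fry of limma was run beside it. Its directional p-value tests whether the genes of a list move on balance in 1 direction, its mixed p-value tests whether they change in either direction, and neither compares the list with other genes. For the 7 main lists a score was computed in each mouse as the mean over genes of the log2 signal minus the gene's mean over 8 arrays. Scores were compared with a two-sided exact permutation test over all 70 assignments of mice to groups, in which the smallest possible p is 0.0286. The genes named are Med1, the 15 genes with the largest increase and the 15 with the largest decrease among called probes whose groups did not overlap, up to 3 members of each list with the smallest adjusted p, and a fixed set of skin genes. Probes of unnamed or predicted genes were passed over for the top places. The groups, tests, lists, rule for named genes and most alternatives were set before the data were examined.

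The fit was tested on simulated data in 10 runs with 200 changed probes each and a median of 17532.5 tested probes. For the comparison of KO with control, 43.0% of probes changed by 0.5 on the log2 scale were called, 99.6% of those changed by 1 and 100% of those changed by 2 or 4. A change of 4 was returned as 3.63 on average. Of the calls, 8.44% were unchanged probes, above the nominal share, and all of these were dim probes with a level below 7. With a variance trend and robust estimation 5.52% of calls were unchanged probes and 90.6% of changes of 0.5 were called. Calls of small changes in dim probes may thus be less secure than the adjusted p states. In the simulated gene lists 10 of 10 changed lists and 0 of 400 unchanged lists were called. The simulated noise was independent between probes, and 200 probes changed per run, while 62.7% of tested probes were called in the skin data. The share of false calls depends on how many probes are unchanged, so the simulated share does not carry over to the skin data. The estimated correlation of the hair list was 0.256, so false calls of lists whose genes vary together were not tested by the simulation.

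Signal over background set what could be measured. Between 14593 and 15149 probes were detected per array, and the highest raw signals lay between 39563.5 and 46124.8, where differences of very bright probes are compressed. The number of arrays, 4 per group, limits the precision. The alternatives were no background correction, scaling to a common median of detected probes, the authors' normalized values, no detection filter, a stricter filter (detection p below 0.01 on all 8 arrays), a variance trend with robust estimation, array weights, the replicate number as a block, each mouse left out in turn, the mean over a gene's probes and an estimated correlation in the list test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.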

Results

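Expression in whole back skin of 10-week-old mice was measured on bead arrays, with 4 KO and 4 control mice and 1 array per mouse. The arrays detected between 14593 and 15149 probes each, with median raw signals between 152.2 and 193.6. The series title names bulge stem cells of the hair follicle and the repair of the epidermis after wounding, and the comparison asks how unwounded skin without Med1 in its keratinocytes differs from control skin. Arrays of the same genotype correlated with r between 0.991 and 0.993 across probes, and arrays of different genotype with r between 0.908 and 0.916; probes are not independent replicates. The first principal component held 87.7% of the variance and separated KO from control mice.

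Med1, the targeted gene and a subunit of the Mediator complex that links transcription factors to RNA polymerase, fell by 0.79 ± 0.14 on the log2 scale in KO skin at its brightest probe (SE, n = 4 per group, adjusted p = 0.000649), to 57.9% of the control level. The log2 signals of that probe were 9.05, 8.99, 8.92 and 9.10 in the control mice and 8.26, 7.80, 8.39 and 8.45 in the KO mice. At a second probe the change was -0.69 ± 0.18 (adjusted p = 0.00861), with 6.23, 6.56, 6.20 and 5.88 in control and 5.35, 5.19, 5.59 and 5.96 in KO mice. A dimmer probe changed by -0.23 ± 0.17 and did not pass the test (adjusted p = 0.252), with 5.52, 5.77, 5.32 and 5.24 in control and 4.90, 5.50, 5.01 and 5.50 in KO mice, and the last of the 4 probes was not detected on any array. Where these probes lie relative to the deleted part of the gene was not analysed here, and a probe outside it would be no check of the genotype. The second probe changed by -0.228 without background correction (adjusted p = 0.00899), and without control mice 1 and 3 it changed by -0.70 and no longer passed (adjusted p = 0.0510).

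The genes with the largest increases in KO skin encode keratins and associated proteins of the hair shaft and of the inner root sheath, the layer that encloses the growing shaft. Krt86, a hair shaft keratin, rose by 8.53 ± 0.47 (log2, SE, n = 4 per group, adjusted p = 3.05e-07), and Krt71, an inner root sheath keratin, by 8.41 ± 0.76 (adjusted p = 8.81e-06). Krt86 was detected on 2 control arrays and Krt71 on 3. Large increases were also found for Krt34 (8.37), Krt33a (8.36) and S100a3 (8.05), detected on 3 control arrays, and for Krt73 (8.10), Vsig8 (7.78) and Krt26 (7.73), detected on 2. The control means of Vsig8 and Krt26 were near background, so these changes are approximate. Those of Krt86, Krt73, Krt71, Krt34, Krt33a and S100a3 are approximate too, since their control means join unlike mice. Krt86 lay at 6.94 and 6.83 in control mice 1 and 3 and at 4.92 and 4.88, at background, in control mice 2 and 4. Krt73 lay at 7.60 and 7.49 against 4.59 and 5.08, and Krt71 at 8.50 and 8.50 against 5.03 and 5.48. Krt34 lay at 7.69 and 7.29 against 4.89 and 5.38, and Krt33a at 6.97 and 6.89 against 4.98 and 5.27. S100a3 lay at 7.26 and 6.98 against 6.27 and 5.03. Krtap6-5 (8.45), Krt31 (8.35) and Krtap1-5 (8.23) were detected on 1 control array, with control means of 4.82, 5.07 and 5.01 at the level of background, so their changes are approximate and give no order. Krtap19-9b, Krtap4-7, Krt72 and Krt35 were not above background on any control array and were at least 243-fold, 256-fold, 163-fold and 171-fold higher in KO skin. Keratins and keratin-associated proteins form families of similar sequence, so probes can capture transcripts of a neighbouring member and values of single members are uncertain.

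In all, 4636 probes were higher and 4837 lower in KO skin of 15120 tested, and 1157 of the former and 1366 of the latter differed at least 2-fold. Of the 9473 called probes, 48.9% were higher. The median log2 change over the tested probes was -0.01. The 4 KO values lay entirely on 1 side of the 4 control values for 8550 called probes and for 58.0% of tested probes, against 2.86% by chance. By gene, 3048 were higher and 3560 lower of 10350 tested. Among the called probes 225 higher ones were not above background on any control array and 156 lower ones on no KO array.

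The hair shaft and inner root sheath list rose as a whole. All 31 of its measured genes were higher (31 adjusted over the list alone), with a median change of 6.60, or 6.33 when the 11 genes with only a bound were set to it (camera adjusted p = 4.56e-19, adjusted p = 0.0619 with an estimated correlation). Krtap4-16 and Krtap6-2 were at least 104-fold and 112-fold higher. Krt27, an inner root sheath keratin, rose by 7.34 ± 0.90 (SE), with a spread in the control mice of 2.22 (SD, n = 4) against 0.11 in the KO mice. Its log2 signal was 9.58 and 9.36 in control mice 1 and 3 and 5.56 and 5.69 in control mice 2 and 4. Probes of the listed genes and of all other Krtap genes, tested or not, took between 0.0622% and 0.0731% of the raw signal in control mice. In KO mice they took between 1.64% and 1.73%. Background was not subtracted from these raw signals, so it is part of these shares.

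**Figure D1:**
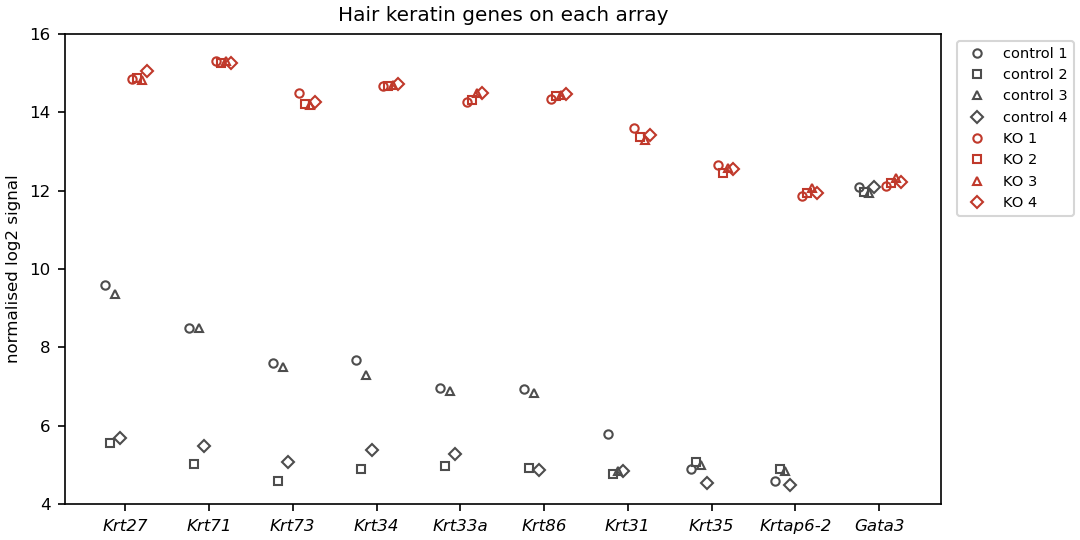
Normalized log2 signal of hair genes (vertical axis) in each control mouse (grey) and each KO mouse (red), with 1 point per mouse and a marker shape for each replicate number. Krt27 lay at 9.58 and 9.36 in control mice 1 and 3, at 5.56 and 5.69 in control mice 2 and 4, and had a mean of 14.89 in KO mice.

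Genes of 2 other lists tied to the follicle rose with the hair genes. Of 10 melanocyte and pigment genes 9 rose (10 adjusted over the list alone), with a median change of 2.59 (adjusted p = 6.79e-07, adjusted p = 0.0227 with an estimated correlation). Tyrp1 and Dct, enzymes of melanin synthesis, rose by 4.43 ± 0.11 and 3.79 ± 0.07 (SE), and Oca2 was at least 8.56-fold higher. All 5 measured upper follicle markers rose (5 adjusted over the list alone, median 0.45, adjusted p = 0.0418, adjusted p = 0.114 with an estimated correlation), Plet1 by about 1.75, Atp6v1c2 by 0.51 ± 0.07 and Sostdc1 by 0.45 ± 0.08. Plet1 was detected on 1 control array with a control mean of 4.88 at background, so its change is approximate. The call of the upper follicle list also ended with scaling to a common median (adjusted p = 0.0580), without the detection filter (adjusted p = 0.0886) and without control mice 1 and 3 (adjusted p = 0.0563). The dermal papilla list, markers of the mesenchymal cells at the base of the follicle, did not pass (3 higher and 2 lower of 8, 5 adjusted over the list alone, median 0.08, adjusted p = 0.685). Within it Corin rose by about 3.63 against a control mean of 5.27 near background (detected on 3 control arrays), while Crabp1 fell by 1.39 ± 0.14 and Fgf7 fell by 0.81 ± 0.10 on the log2 scale.

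All 21 measured proliferation genes rose (21 adjusted over the list alone), with a median of 1.52 (adjusted p = 1.31e-10, adjusted p = 0.00959 with an estimated correlation). Cdk1, the kinase that drives entry into mitosis, rose by 2.46 ± 0.09, Tyms, the thymidylate synthase, by 2.06 ± 0.08 (about 0.44 at its dimmest probe, detected on 1 control array) and Birc5 by 1.90 ± 0.07. No probe named Mki67 was on the array. The wound and hyperproliferation list, genes that keratinocytes switch on after injury, had 11 genes higher and 1 lower of 15 (12 adjusted over the list alone), with a median of 1.85, or 1.43 with bounds (adjusted p = 3.40e-05, adjusted p = 0.0701 with an estimated correlation). Krt6a and Krt6b, keratins of injured epidermis that the follicle also expresses, rose by 1.85 ± 0.10 and 2.10 ± 0.08 (Krt6b by 1.007 at another probe), Sprr1a and Sprr1b, precursors of the cornified envelope, by 2.998 ± 0.105 and 3.475 ± 0.134, and Krt17 by 0.80 ± 0.06. The skin of these mice was not wounded, and the hair list (median 6.60) and pigment list (median 2.59) rose in the same samples.

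Bulge stem cell markers went both ways, with 4 higher and 5 lower of 13 measured (9 adjusted over the list alone), and the list did not pass (median -0.06, mean -0.43, adjusted p = 0.795). Krt24 was lower by about 4.81 on the log2 scale. Its KO mean of 5.004 was at background, detected on 1 KO array, so the size of this change is approximate. Krt15, a keratin of bulge and basal cells, fell by 1.68 ± 0.09 and Cd34, a surface marker of bulge cells, fell by 1.57 ± 0.16. Foxc1 rose by 1.71 ± 0.08, Tnc by 1.69 ± 0.08, Sox9, a transcription factor of follicle stem cells, by 0.85 ± 0.08, and Lgr5, a marker of cycling follicle stem cells, by 0.50 ± 0.09. Other probes of Tnc changed by 1.83 and, detected on 2 control arrays, by 0.71, and 1 detected on no control array was at least 1.39-fold higher. Hair shaft genes (median 6.60) and pigment genes (median 2.59) rose in the same mice.

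Genes of interfollicular epidermis differentiation also went both ways, with 12 higher and 11 lower of 28 (25 adjusted over the list alone). The median was -0.04 while the mean was 0.14 and camera placed the list upward (adjusted p = 0.795). Tgm3, a transglutaminase of epidermis and hair, was at least 9.40-fold higher and Ivl rose by 0.57 ± 0.07. Flg2 fell by 1.94 ± 0.08 and Lce1m, a cornified envelope protein gene, fell by 1.87 ± 0.07. Krt1 changed by -0.17 ± 0.07 (adjusted p = 0.0620) and Krt10 by -0.10 ± 0.06 (adjusted p = 0.164), both short of the threshold, and no probe was named Flg. Krt1 and Krt10 passed with trend and robust variance (adjusted p = 0.0241 and 0.0140), and Krt10 with scaling to a common median (change -0.30, adjusted p = 0.0434). Krt1 also passed without background correction (adjusted p = 0.0286), with the stricter detection filter (adjusted p = 0.0458) and without KO mouse 2 (adjusted p = 0.0476). Of 12 basal epidermis and hemidesmosome genes 3 were higher and 7 lower (10 adjusted over the list alone, median -0.45, adjusted p = 0.364). Lamb3, Col17a1 and Dst, which anchor basal cells to the basement membrane, fell by 1.11 ± 0.08, 0.94 ± 0.08 and 1.65 ± 0.18, with Dst at -1.07 at another probe. Krt5 fell by 0.30 ± 0.08 (adjusted p = 0.0113), a call lost without control mice 1 and 3 (change -0.28, adjusted p = 0.0761). Krt14 changed by 0.11 ± 0.07 (adjusted p = 0.177), by -0.07 with scaling to a common median, and passed with trend and robust variance (adjusted p = 0.0210). Krt14 (means of 15.11 in control and 15.22 in KO mice) and Krt10 (15.18 and 15.08) lay near the top of the scale. Differences are compressed there, so their small changes do not show that these genes were unchanged.

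Of 15 sebaceous gland genes 9 rose and 1 fell (10 adjusted over the list alone), with a median of 0.40 (adjusted p = 0.0359, adjusted p = 0.1005 with an estimated correlation). Mc5r, a melanocortin receptor of sebocytes, rose by 1.03 ± 0.15, Krt79 by 0.99 ± 0.08 and Mgst1 by 0.59 ± 0.08 at its brightest probe and by about 3.88 at a dim one detected on 1 control array, with a control mean of 4.79 at background. Pparg rose by 0.31 ± 0.07 (0.65 at another probe), and Scd1 changed by 0.02 ± 0.08 (adjusted p = 0.820). The call of the list also ended with scaling to a common median (adjusted p = 0.0664). Of 12 cholesterol synthesis genes 9 rose and 0 fell (9 adjusted over the list alone, median 0.55, adjusted p = 0.00411, adjusted p = 0.0656 with an estimated correlation), Cyp51 by 0.99 ± 0.08, Sqle by 0.91 ± 0.08 (1.63 at another probe) and Fdps by 0.74 ± 0.07.

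TGF-beta target genes had 5 members higher and 10 lower of 19 (15 adjusted over the list alone), and the list did not pass against all other genes (median -0.46, adjusted p = 0.187). Igfbp3 fell by 1.67 ± 0.09, Ccn2, a matricellular protein gene, fell by 1.495 ± 0.075 and Tgfbi fell by 1.08 ± 0.07 (-1.63 at another probe). The list shares Lox, Col1a1, Col3a1 and Col6a1 with the matrix list (median -0.72) and Acta2 and Tagln with the smooth muscle list (median -1.07, adjusted p = 0.114 with an estimated correlation). The 4 matrix genes named fell, while Acta2 (-0.12, adjusted p = 0.165) and Tagln (0.23, adjusted p = 0.134) did not pass. Of the other Acta2 probes 1 passed (-0.26, adjusted p = 0.00917) and 2 did not (0.095 and 0.084). Of 20 TGF-beta pathway components 8 were higher and 9 lower (18 adjusted over the list alone, median -0.13, adjusted p = 0.816). The ligand gene Tgfb2 fell by 1.72 ± 0.13, the coreceptor gene Eng fell by 1.17 ± 0.08 and Smad3, a transducer of the pathway, fell by 0.64 ± 0.18 (adjusted p = 0.00995), while Thbs1 rose by 1.34 ± 0.10. Tgfb1 changed by -0.22 ± 0.09 and did not pass (adjusted p = 0.0644). It did pass without background correction (adjusted p = 0.0461), with the stricter detection filter (adjusted p = 0.0481) and without KO mouse 3 (adjusted p = 0.0128).

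**Figure D2:**
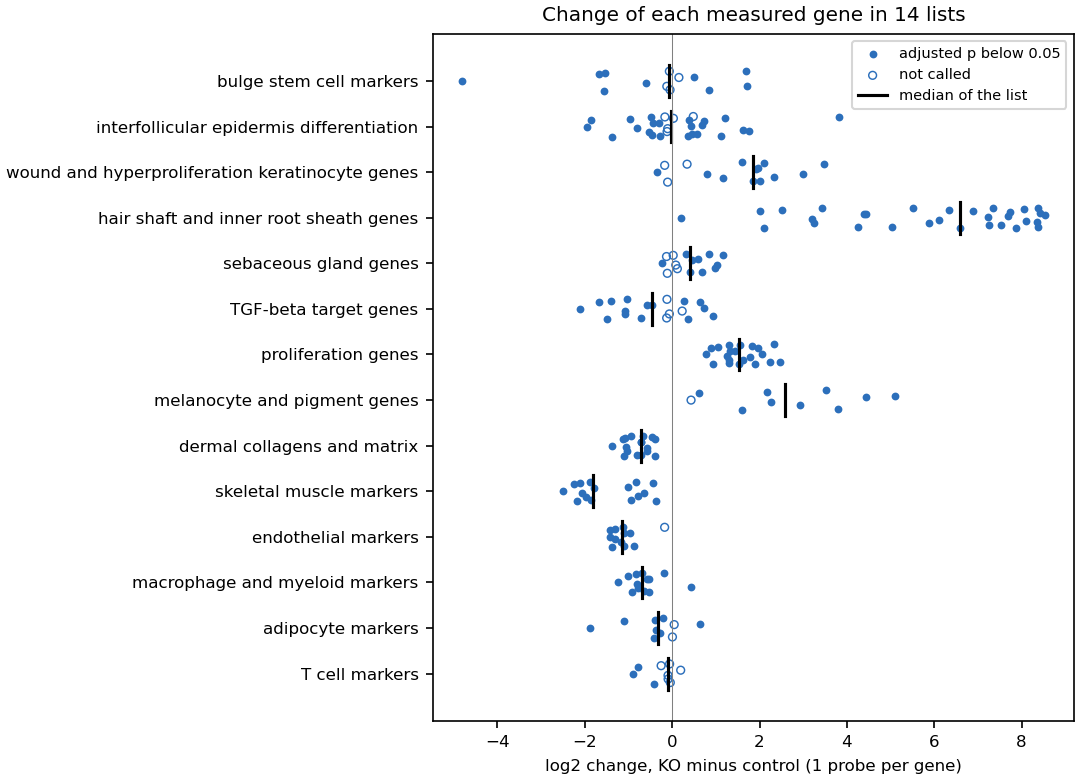
Log2 change in KO against control of each measured gene of the 7 main lists and of other cell type and matrix lists, with 1 point per gene, filled where the adjusted p is below 0.05 and open otherwise, and a bar at the median of each list. All 31 hair genes and all 21 proliferation genes lie above 0, while bulge markers and interfollicular differentiation genes lie on both sides.

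The largest decreases were in genes of several kinds. Defb8, a beta-defensin gene, was at least 25.1-fold lower in KO skin, Serpinb6d at least 14.5-fold, Cyp2g1 at least 12.2-fold and Chat, the choline acetyltransferase, at least 6.79-fold, all of them not above background on any KO array at these probes. Another probe of Chat, detected on 1 KO array, changed by about -1.02. Ifitm6 fell by 4.61 ± 0.10 on the log2 scale (SE, n = 4 per group, adjusted p = 1.15e-09), Pon1, a serum paraoxonase, fell by about 4.50 and Wfdc3 fell by 4.23 ± 0.10. Il31ra, a subunit of the itch cytokine receptor, changed by -3.46, Scgb1a1 by -3.42, Myl2, a myosin light chain of striated muscle, by -3.28, Atp1b2 by -2.85, Serpinb6e by -2.84, Pla1a by -2.84 (-1.90 at 2 other probes) and Mettl21c by -2.80. Pon1, Scgb1a1 and Myl2 were each detected on 2 KO arrays, with means of 5.19, 5.11 and 5.24 near background, so their changes are approximate.

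Markers of muscle, vessels, dermal matrix and macrophages were lower in KO skin. All 16 skeletal muscle genes fell (16 adjusted over the list alone, median -1.82, adjusted p = 7.28e-08, adjusted p = 0.0343 with an estimated correlation). Tcap and Actn3, sarcomere proteins, fell by 2.24 ± 0.07 and 2.18 ± 0.07, Eno3 fell by 1.87 ± 0.06 and Acta1 fell by 0.43 ± 0.06. All 17 collagen and matrix genes fell (17 adjusted over the list alone, median -0.72, adjusted p = 1.30e-05, adjusted p = 0.0238 with an estimated correlation), among them Mfap5 (-1.13), Fbln1 (-1.11) and Lox (-1.07). Of 12 endothelial genes 11 fell (11 adjusted over the list alone, median -1.15, adjusted p = 3.60e-05, adjusted p = 0.0760 with an estimated correlation), with Robo4 at -1.42, Vwf at -1.31 and Esam at -1.17. Smooth muscle and pericyte markers had 1 gene higher and 6 lower of 9 (7 adjusted over the list alone, median -1.07, adjusted p = 0.0424, adjusted p = 0.114 with an estimated correlation), with Lmod1 at -2.02, Des at -1.72 and Myh11 at -1.36. The 2 genes not called were Acta2 and Tagln. The call of the smooth muscle list also ended with scaling to a common median (adjusted p = 0.0501), with the mean over probes (adjusted p = 0.0549) and without KO mouse 4 (adjusted p = 0.0529). Of 13 macrophage and myeloid markers 12 fell and 1 rose (13 adjusted over the list alone, median -0.70, or -0.64 with bounds, adjusted p = 0.00253, adjusted p = 0.0619 with an estimated correlation), with Cd163 at -1.25, Mrc1 at -1.01 and Cd14 at -0.92.

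Other cell type lists did not pass. Adipocyte markers had 1 gene higher and 7 lower of 10 (8 adjusted over the list alone, median -0.32, adjusted p = 0.129), with Slc2a4 at -1.88, Car3 at -1.10 and Adipoq, the adiponectin gene, at -0.42; Slc2a4 and Car3 are also expressed in muscle. Mast cell markers had 6 lower of 7 (6 adjusted over the list alone, median -0.48, adjusted p = 0.0743), with Tpsb2 at -1.58, Cma1 at -0.54 (-0.32 at another probe) and Cpa3 at -0.48 (0.15 at another probe, adjusted p = 0.365). This list passed without the detection filter (adjusted p = 0.0327), with the stricter one (adjusted p = 0.0469) and without control mouse 2 (adjusted p = 0.0498). T cell markers had 3 lower of 9 (3 adjusted over the list alone, median -0.09, adjusted p = 0.343), Thy1 at -0.91, Zap70 at -0.78 (-0.04 at another probe) and Cd3e at -0.41. Langerhans and dendritic cell markers had 3 higher and 4 lower of 8 (7 adjusted over the list alone, median -0.10, adjusted p = 0.928), H2-Ab1 at -0.70 (-0.32, -0.26 and -0.16 at other probes, the last with adjusted p = 0.0626), H2-Aa at 0.61 and H2-Eb1 at 0.60. Schwann cell markers had 1 higher and 3 lower of 5 (4 adjusted over the list alone, median -1.16, adjusted p = 0.364), Mbp and Pmp22, genes of myelin, at -1.75 and -1.16 (Pmp22 at -0.52 at another probe) and Egr2 at 1.34. Lists of neutrophil markers, erythroid genes and sex-linked genes had too few measured genes for the test. Of 4 neutrophil genes 1 fell (1 adjusted over the list alone), Mpo, by at least 1.23-fold. Of 3 erythroid genes 1 rose and 2 fell (3 adjusted over the list alone), so that the median was -0.38 and the mean 1.19. Slc4a1, the band 3 anion exchanger, rose by 4.57 ± 0.19 against a control mean of 5.11 at background, detected on 1 control array, so the size of its change is approximate, while Hba-a1, an alpha-globin gene, fell by 0.63 ± 0.09 and Alas2 fell by 0.38 ± 0.10. Of 4 sex-linked genes 1 rose (1 adjusted over the list alone), Xist, by 0.64 ± 0.12, while its other probe changed by -0.23 and did not pass (adjusted p = 0.343).

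Signalling genes of the follicle changed in both directions. Shh, a ligand made by the growing follicle, was higher by about 4.11 at its brightest probe. This change is approximate, against a control mean of 5.03 at background, detected on 1 control array. At another Shh probe, detected on no control array, it was at least 2.34-fold higher. The Hedgehog list had 4 genes higher and 2 lower of 6 (6 adjusted over the list alone, median 0.53, adjusted p = 0.411), with Disp1 at -1.18 and Dhh at -0.86. Of 21 Wnt pathway genes 9 were higher and 7 lower (17 adjusted over the list alone, median 0.08, adjusted p = 0.472). Nkd2 and Wnt5a rose by 1.593 ± 0.070 and 1.502 ± 0.065, Wnt10a fell by 1.60 ± 0.09, and Lef1, a transcription factor of the pathway, was at least 2.64-fold higher. BMP pathway genes had 6 higher and 3 lower of 14 (9 adjusted over the list alone), a median of 0.09, a mean of -0.05 and an upward test (adjusted p = 0.741). Grem1 and Nog, secreted BMP antagonists, were at least 4.68-fold and 2.01-fold lower, and Fst, another antagonist, fell by 0.89 ± 0.10. Of 10 Notch pathway genes 3 were higher and 2 lower (5 adjusted over the list alone, median 0.19, adjusted p = 0.685), with Hes1 at 0.66, Hey1 at -0.74 and Notch4 at -0.78 (-0.34 at another probe, adjusted p = 0.133).

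Mediator subunits other than Med1 had 16 genes higher and 4 lower of 26 (20 adjusted over the list alone, median 0.29, adjusted p = 0.0213, adjusted p = 0.0760 with an estimated correlation). Ccnc rose by 0.80 ± 0.08, Med22 by 0.71 ± 0.10 (1.13 at another probe) and Med24 by 0.55 ± 0.07. Of 11 nuclear receptors and coregulators 2 were higher and 2 lower (4 adjusted over the list alone), with a median of -0.03, a mean of -0.14 and an upward test (adjusted p = 0.982). Vdr, the vitamin D receptor, rose by 0.78 ± 0.07, while Esr1, an oestrogen receptor, fell by 1.57 ± 0.11 and Thra, a thyroid hormone receptor, fell by 0.99 ± 0.20. Of 12 interferon-stimulated genes 5 were higher and 4 lower (10 adjusted over the list alone, median 0.27, adjusted p = 0.368), with Cxcl10 at 2.07, Isg15 at 1.90 and Rsad2 at -0.46.

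Of 12 circadian clock genes 9 fell and 1 rose (10 adjusted over the list alone, median -0.81, adjusted p = 0.0222, adjusted p = 0.0867 with an estimated correlation), with Nr1d1 at -1.64, Dbp at -1.43 and Nfil3 at 1.14. Immediate early and stress genes had 3 higher and 7 lower of 12 (10 adjusted over the list alone, median -0.27, adjusted p = 0.2203), with Fosb at -2.20, Fos at -1.54 and Dusp1 at -1.34. Ribosomal protein genes had 11 higher and 1 lower of 25 (12 adjusted over the list alone, median 0.17, adjusted p = 0.0142, adjusted p = 0.0701 with an estimated correlation), with Rps6 at 0.73, Rpl30 at 0.71 and Rpl19 at 0.56, and this call ended with scaling to a common median (adjusted p = 0.208). The clock, immediate early and ribosomal lists were fixed as checks of RNA quality or time of day. Time of collection and handling were not part of the data used here. A difference in these between the groups cannot be told apart from genotype for these genes.

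Of the 33 lists tested, 15 passed, 9 of them higher and 6 lower, and 4 held with an estimated correlation, those of proliferation, pigment, matrix and skeletal muscle genes. The directional p-value of fry passed for 29 lists and the mixed p-value for all 33. The score of each of the 7 main lists placed all 4 KO mice on 1 side of all 4 control mice (exact permutation p = 0.0286 for each, the smallest possible, and adjusted p = 0.0286). KO minus control, the score was 5.90 for hair, 1.56 for proliferation, 1.46 for wound, 0.42 for sebaceous gland, 0.14 for interfollicular differentiation, -0.43 for bulge and -0.46 for TGF-beta target genes. Under the stricter detection filter, which leaves fewer genes, the hair score was 3.40, the interfollicular score -0.0368 (adjusted p = 0.0333) and the bulge score -0.0114 (adjusted p = 0.4), and without background correction the last 2 were 0.0349 and -0.267. Here the score asks only whether the mice separate, not whether a list moved more than other genes.

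**Figure D3:**
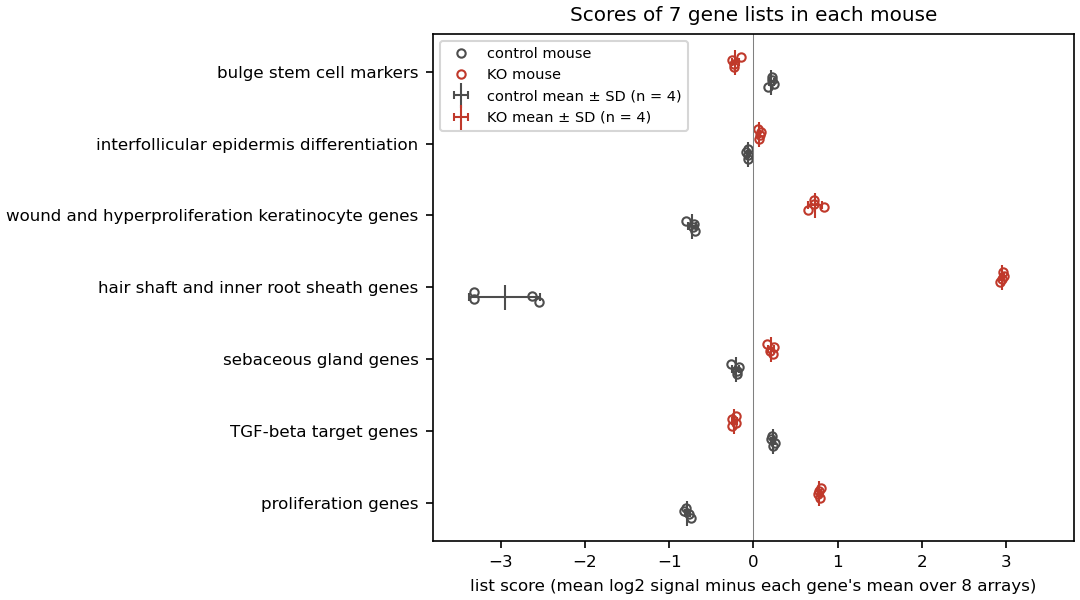
Score of each of the 7 main lists in each mouse, as the mean log2 signal of its genes minus each gene's mean over 8 arrays, with the mean ± SD (n = 4) of control and KO mice. The hair scores of control mice 1 and 3 (-2.54 and -2.62) lie above those of control mice 2 and 4 (-3.32 and -3.32).

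The spread among mice of 1 group was not shown to differ between the genotypes. The median SD per probe was 0.142 in control and 0.139 in KO mice, and the mean distance of a mouse to its group mean was 0.174 and 0.168 (difference -0.00606, exact permutation p = 0.286, two-sided). Without KO mouse 3 or KO mouse 4 the KO mice lay closer to their mean than the control mice (exact permutation p = 0.0286 each). These were 2 of the 8 fits that left out a single mouse, over which the exact permutation p ran from 0.0286 to 0.857. No adjustment was made over these fits, so they do not show a smaller spread in KO mice.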

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

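The test of probe background was chosen after the signals were seen, and so were the level above which genes entered the test of carry-over and its second baseline, although the bounds of the latter were set first. In each group of 4 mice the gap between the most distant mouse and its nearest neighbour was divided by the range of the group, for 151 named genes and 7 list scores. Of 316 groups 21 (6.65%) had a ratio beyond the 95% critical value for 4 values, 11 in control and 10 in KO mice, where chance gives about 1 in 20 (5%).

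Control mouse 1 stood above the other controls for Krtap6-5 (5.25 against a mean of 4.67, ratio 0.84), Krt31 (5.80 against 4.83, ratio 0.921), Dct (8.49 against 8.31, ratio 0.931) and Cpa3 (10.91 against 10.77, ratio 0.919). Krtap6-5 and Krt31 were each detected on 1 control array only. Control mouse 2 was low for Tgfb2 (7.82 against 8.10, ratio 0.957) and control mouse 3 for Egr2 (10.10 against 10.26, ratio 0.839). In control mouse 4, Krt24 (9.76 against 9.83, ratio 0.896), Ifitm6 (10.90 against 11.20, ratio 0.886), Krt79 (12.55 against 12.79, ratio 0.841) and Cdk1 (7.36 against 7.59, ratio 0.873) were low and Igfbp3 (11.71 against 11.47, ratio 0.886) was high.

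Among KO mice, mouse 1 was high for Defb8 (4.80 against 4.50, ratio 0.836), Lgr5 (8.79 against 8.47, ratio 0.961) and Mbp (10.19 against 10.05, ratio 0.952) and low for Lce1m (12.47 against 12.58, ratio 0.869). KO mouse 2 was low for Birc5 (9.98 against 10.11, ratio 0.844) and Ccnc (8.995 against 9.193, ratio 0.91). KO mouse 4 was low for Krt6b (11.797 against 11.996, ratio 0.907), Lamb3 (10.54 against 10.83, ratio 0.851), Oca2 (8.11 against 8.28, ratio 0.832) and Mpo (4.72 against 5.10, ratio 0.876). Defb8 and Mpo were not above background on any KO array, so their ratios compare readings at background.

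Hair keratin signal was also uneven among the controls, with Krt27 at 9.58 and 9.36 in control mice 1 and 3 against 5.56 and 5.69 in control mice 2 and 4, and Krt71 at 8.50 and 8.50 against 5.03 and 5.48. Background of the probes is argued against, since 5 hair genes were detected at p below 0.01 in both control mice 1 and 3 and in neither of the others. A small carry-over of KO material could give such a trace, and it would take the same share of the KO signal for every bright hair gene. In control mouse 1 that share, over the mean of the other 3 controls, ran from 0.248% to 1.68% over 8 genes with an SD of 0.885 on the log2 scale (1.78 with genes above 12 and 0.876 above 14), but this baseline holds control mouse 3, which has the same trace. Against control mice 2 and 4 the share ran from 0.250% to 2.35% with an SD of 0.968 (1.69 and 0.880), and for control mouse 3 the SD was 2.30 (2.15 and 0.920), with Krt31 near its floor, so the values lie on either side of the upper bound set, and carry-over cannot be told apart from other sources of the trace, and biological differences between control mice were not tested.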

How the results depend on the processing

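Leaving out both control mice 1 and 3 was an alternative chosen after seeing the data; the others were planned. The counts of probes higher and lower in KO stayed within 1.5 times the reported ones in all settings, and no called probe was called in the opposite direction in any of them. The share of calls kept ran from 85.0% without control mice 1 and 3 (4031 higher, 4292 lower) to 100% of those still tested under the stricter detection filter (3807 higher, 4040 lower). Of 2512 comparisons of named genes 2497 kept direction and side of the threshold; 10 gained a call, for Krt1, Krt10, Krt14 or Tgfb1. Of 145 named genes that passed, 31 changed by over 1.5 times less without background correction and 1 by over 1.5 times more in the authors' normalized values. Where no cause is given below, the cause was not tested.

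With an estimated correlation the hair (adjusted p = 0.0619), wound (0.0701) and sebaceous (0.1005) lists lost their call; over all alternatives their adjusted p ran from 1.31e-25 to 0.0619, from 8.51e-06 to 0.0701 and from 0.0303 to 0.1005. Scaling to a common median ended the sebaceous call (0.0664) and turned Krt14 (-0.073), Scd1 (-0.11) and the nuclear receptor list (0.943), none of which passed. That list also turned with array weights (0.998), without control mice 1 and 3 (0.919) and in 4 of the 8 fits that leave out a single mouse (0.780 to 0.983 over all 8). Langerhans markers turned without control mice 1 and 3 (0.919) and in 2 of those 8 fits (0.839 to 0.983 over all 8), and Scd1 ran from -0.023 to 0.0745 without single mice. TGF-beta pathway components turned without the detection filter (0.964). With the stricter filter, which leaves fewer genes, the bulge (0.809), interfollicular (0.903) and dermal papilla (0.809) lists turned, the bulge score lost its call (exact permutation adjusted p = 0.4) and the interfollicular score turned (0.0333). The exact p of the spread ran from 0.0286 to 0.857 without single mice. Without control mice 1 and 3 the second Med1 probe changed by -0.70 and lost its call.

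The labels do not say whether replicate numbers pair the mice. Deviations of same-numbered mice correlated with r of -0.11, 0.01, 0.06 and -0.09, and only control mouse 3 correlated best with its own number. With the replicate number as a block 4466 probes were higher and 4726 lower. A block by chip was not run, as chips are not given in the sources used here, and list scores were not computed with the block or without control mice 1 and 3. Genes removed by the stricter filter have no value under it. Signal over background limits the dim probes: 225 higher and 156 lower probes were measured in 1 group only, and simulated false calls all lay below a level of 7.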

Other observations

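The tests of gene families, follicle stage, muscle content, dilution, scaling and shared RNA in this part were chosen after the results were seen, and the count over other splits of the mice before. Gene families were formed from shared symbol stems, which gave 169 families of at least 8 measured genes, of which 13 passed and 0 did with an estimated correlation. Guanylate-binding proteins, which are induced by interferons, had 6 of 8 members higher in KO skin and 0 lower (median 0.98, camera adjusted p = 0.0169), and proteasome beta subunits had 9 of 10 higher (median 0.53, adjusted p = 0.0147), both with adjusted p = 0.265 with an estimated correlation. The list of interferon-stimulated genes did not pass (5 higher and 4 lower of 12, camera adjusted p = 0.368). Genes with the stem Ifi had 1 of 8 higher and 4 lower. Nucleoporins, the proteins of the nuclear pore, had 11 of 14 higher (median 0.50, adjusted p = 0.00479), and subunits of the RNA exosome had 6 of 8 higher (median 0.52, adjusted p = 0.0483), again with adjusted p = 0.265 with an estimated correlation. C-type lectin genes, many of them of myeloid cells, had 10 of 14 lower (median -0.86, adjusted p = 0.0173), and serpins of the B clade had 8 of 11 lower and 1 higher (median -0.79, adjusted p = 0.0483). For both of these it was also adjusted p = 0.265 with an estimated correlation.

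The number of called probes was set against all 35 splits of the 8 mice into 4 and 4. Only 1 split, the real one, gave as many as its 9473 calls by limma, and the highest other split gave 0. Every other split mixes KO and control mice, so the difference between genotypes adds to the spread within its groups. Such splits are then likely to give 0 calls, so the 0 is no measure of chance. The smallest share these splits can give is 1 of 35. At an unadjusted p below 0.05 the real split gave 10031 probes and the highest other 864.

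Genes of hair shaft, pigment and proliferation rose together in KO skin. A candidate explanation is that KO skin held growing follicles and control skin resting ones, since pigment is made in growing follicles. The pigment list rose with a median of 2.59 (adjusted p = 0.0227 with an estimated correlation), but this rise was known when the explanation was formed, so it is no test of it. Follicle stage is not given by the labels and would go with genotype here, so an effect of Med1 loss on these genes apart from the stage of the follicle stays open.

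Muscle, vessel and matrix genes were lower in KO skin, the vessel list with adjusted p = 0.0760 with an estimated correlation. A dilution by RNA of follicles that lowers all genes by 1 common factor is argued against for the muscle genes. Their median change lay -1.57 from that of 19 adipocyte and T cell genes (median -0.25), with quartiles of -2.07 and -0.81 against -0.42 and -0.05. The comparison takes adipocyte and T cell genes to have had no rise of their own, which was not tested. Vessel and matrix genes were not set against these lists, so dilution stays open for them, as does a smaller dilution beside another cause for muscle. With scaling to a common median the muscle median was -1.92. Scaling to a common median and quantile normalization both give the arrays a common centre, so this cannot exclude an effect of scaling that they share. Less muscle in the excised KO pieces may account for the muscle genes, and 5 of them below a control level of 14 fell by nearly a common factor (quartile range 0.178), while 11 brighter ones changed by a median of -0.95; the level was chosen with the values in view, so this is no independent test. A thinner muscle layer in KO mice predicts the same factor, and whether less muscle, with its connective tissue, bears on the matrix genes (median -0.72) was not tested, so all of these stay open.

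Mice of the same group were nearly alike across probes (r from 0.991 to 0.993), and 0 pairs of arrays held identical values. Arrays made from a shared RNA could look so, although the labels give 1 mouse per sample. Deviations of 2 probes of a gene within a group correlated with r = 0.169 over 754 genes, against -0.04 to 0.03 in 100 shuffles, above chance but below the bound set to exclude a shared source. Against a single RNA on all 4 control arrays stands the hair trace, with Krt27 at 9.58 and 9.36 in control mice 1 and 3 and 5.56 and 5.69 in control mice 2 and 4, unless carry-over entered after the RNA was divided, and for the KO arrays a shared RNA stays open.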
